# T helper cells exhibit a dynamic and reversible 3′-UTR landscape

**DOI:** 10.1261/rna.079897.123

**Published:** 2024-04

**Authors:** Denis Seyres, Oliver Gorka, Ralf Schmidt, Romina Marone, Mihaela Zavolan, Lukas T. Jeker

**Keywords:** alternative polyadenylation, posttranscriptional regulation, 3′-UTR usage, T helper cells, effector/memory T cells, naive T cells, proliferation

## Abstract

3′ untranslated regions (3′ UTRs) are critical elements of messenger RNAs, as they contain binding sites for RNA-binding proteins (RBPs) and microRNAs that affect various aspects of the RNA life cycle including transcript stability and cellular localization. In response to T cell receptor activation, T cells undergo massive expansion during the effector phase of the immune response and dynamically modify their 3′ UTRs. Whether this serves to directly regulate the abundance of specific mRNAs or is a secondary effect of proliferation remains unclear. To study 3′-UTR dynamics in T helper cells, we investigated division-dependent alternative polyadenylation (APA). In addition, we generated 3′ end UTR sequencing data from naive, activated, memory, and regulatory CD4^+^ T cells. 3′-UTR length changes were estimated using a nonnegative matrix factorization approach and were compared with those inferred from long-read PacBio sequencing. We found that APA events were transient and reverted after effector phase expansion. Using an orthogonal bulk RNA-seq data set, we did not find evidence of APA association with differential gene expression or transcript usage, indicating that APA has only a marginal effect on transcript abundance. 3′-UTR sequence analysis revealed conserved binding sites for T cell-relevant microRNAs and RBPs in the alternative 3′ UTRs. These results indicate that poly(A) site usage could play an important role in the control of cell fate decisions and homeostasis.

## INTRODUCTION

As part of the adaptive immune system, naive T helper cells emerge from the thymus to circulate through the body in search of their cognate antigen presented by a specialized antigen-presenting cell. During this phase, CD4**^+^** T cells are in a quiescent state, mainly dependent on signals conveyed by a T cell receptor (TCR): major-histocompatibility complex (MHC)-class II interaction and IL-7 (Surh and Sprent 2008). Upon encountering their cognate antigen and costimulatory signals, T cells start to proliferate and, in the presence of cytokines, can differentiate into effector T cell subsets with specialized roles (Ruterbusch et al. 2020; Dong 2021). Some T cell subsets promote inflammatory conditions, while regulatory T cells (Tregs) have a dampening, immunomodulatory role (Okeke and Uzonna 2019; Sakaguchi et al. 2020). Both the expansion and the differentiation phases are tightly regulated, on multiple molecular levels. While the transcriptional control has been widely investigated, posttranscriptional regulation is less well understood. By binding to the 3′ untranslated regions (3′ UTRs) of key target transcripts, thereby affecting their stability and protein expression, microRNAs (miRNAs) and RNA-binding proteins (RBPs) regulate many cellular processes, including the cell cycle, metabolism, and cell differentiation (Fu and Blackshear 2017; Bartel 2018; Rodríguez-Galán et al. 2018). Global shortening of 3′ UTRs has been observed in rapidly dividing cells, such as cancer cells and activated lymphocytes, suggesting a link between alternative polyadenylation (APA) and oncogenesis and lymphocyte differentiation (Sandberg et al. 2008; Mayr and Bartel 2009). Conversely, differentiation of embryonic stem cells is associated with the opposite trend of general 3′-UTR lengthening (Ji et al. 2009; Gruber and Zavolan 2019; Mitschka and Mayr 2022).

Previous work on human and mouse T cells has shown that activation is accompanied by a genome-wide trend toward increased usage of coding region-proximal polyadenylation sites, leading to shorter 3′ UTRs (Sandberg et al. 2008; Gruber et al. 2016). 3′-UTR remodeling did not lead to large changes in mRNA and protein levels (Gruber et al. 2016). However, subsequent studies revealed that the 3′-UTR isoform-specific RBP interactome can affect other processes such as the localization of the protein translated from the mRNA. One example is provided by CD47 isoforms, in which the 3′-UTR acts as a scaffold for the binding of the RBP HuR, which facilitates the localization of CD47 to the plasma membrane (Berkovits and Mayr 2015). In this project, we set out to determine when the dynamic remodeling of 3′ UTRs takes place in the helper T cell life cycle and what implication this process could have for T cell function. We generated 3′-UTR end sequencing data and performed pairwise comparisons of functionally annotated APA genes in naive, activated, and differentiated T cells. While 3′-UTR shortening events were found to be more frequent upon T cell activation, we identified a substantial number of lengthening events. To further validate the APA sites inferred by 3′ end sequencing, we also generated PacBio long-read sequencing data. While transcript coverage by PacBio reads was sparse, we found a meaningful overlap between the isoforms identified with this technology and by 3′ end sequencing. Next, we sought to determine whether the APA changes are reversible following T cell activation. We identified 1110 genes (Supplemental Table S2) associated with transient 3′-UTR length changes in T helper cells during acute activation and effector phase expansion, meaning that the cells eventually return to a naive state of polyadenylation site usage when re-entering a resting state as memory T cells. Using an orthogonal mRNA data set, we observed a limited effect of APA on gene expression and regulation and identified several miRNA families and RBPs that may act as *cis*-regulators. Our results extend previous observations of the dynamics of APA in primary murine T cells and suggest the presence of additional levels of plasticity in the processes controlling 3′-UTR alterations allowing the return to a steady-state level of global transcript length.

## RESULTS

### Analysis of division-dependent 3′-UTR length changes in murine CD4^+^ T cells

Cancer cell lines and proliferating primary cells have been reported to exhibit APA events with global 3′-UTR shortening (Sandberg et al. 2008; Gruber et al. 2016). To further investigate the relationship between proliferation, differentiation, and APA, we determined the changes of the 3′-UTR landscape during the response of murine primary naive CD4^+^ T cells to stimulation. We purified naive CD4^+^CD62L^−^ T cells and labeled the cells with a fluorescent dye (CellTrace Violet, CTV), which allows the tracking of the number of divisions as the fluorescence intensity becomes twofold smaller with each division. Cells were stimulated through anti-CD3/anti-CD28 antibody cross-linking of the TCR in vitro leading to activation and subsequent proliferation (Fig. 1A). After 48 h, the activated T cells were sorted to high purity (>98%) according to the dye intensity peaks that resulted in three distinct populations: T cells that did not divide yet (peak 0), cells that have divided once (peak 1), and cells that have divided twice (peak 2) (Fig. 1B). All sorted populations were used for RNA extraction (Fig. 1A,B). A fourth population consisted in a CTV-labelled naive CD4^+^ T population (unstimulated) which in parallel was subjected to TRIzol-based RNA extraction at the initiation of the proliferation experiment. We analyzed the expression of the activation markers CD44, CD62L, CD69, and CD25 on all sorted populations of divided T cells. Each division was characterized by a distinct expression of these markers. Cells in peak 0 expressed the lowest levels of CD44 and displayed heterogeneous expression of CD69 and the high-affinity IL-2 receptor CD25. Cells in peak 1 uniformly expressed high levels of the early activation markers CD69 and CD25. Cells in peak 2 showed the highest expression of CD25 and CD44, whereas CD69 expression was lower than in peak 1. Thus, T cells within peaks 1 and 2 underwent full activation, whereas T cells within peak 0 consisted of a more heterogeneous population. Most cells had up-regulated CD69 and CD25, but the activation did not result in cell division (yet), whereas other cells had not induced CD69 expression (Supplemental Fig. S1A,B). To monitor changes in the global 3′-UTR landscape of naive, activated and proliferating T cells with a division-dependent resolution, we prepared 3′ end sequencing libraries from all four populations using the previously established A-seq2 protocol (Gruber et al. 2016; Martin et al. 2017). To identify A-seq2 read enriched regions, or “peaks,” genome-wide, we used a density-estimation approach (Boyle et al. 2008). We retained a peak if it was present in both technical replicates and in at least one biological sample. These peaks were then filtered with poly(A) sites available in the PolyASite database (Herrmann et al. 2019). In total, we retained 43,311 peaks, distributed on 10,906 genes. For 38.1% of the genes (4159), we identified one site (Fig. 1C), thus these genes were not experiencing alternative 3′-UTR polyadenylation in our model. Nearly half of the A-seq2 peaks (50.4%) were located in 3′ UTRs, the remaining being distributed across introns, exons, last exons, 5′ UTR, and noncoding regions (20.9%, 8.3%, 2.8%, 0.8%, and 16.8%, respectively). A principal component analysis (PCA) using the log-transformed RPM (reads per million mapped reads) of reads located on A-seq2 peaks showed that a high proportion of the variance was explained by activation, along the first principal component (PC1) (Fig. 1D). Focusing on activated samples, we observed higher variance between no division (peak 0) T cell samples and one and two divisions samples (peaks 1 and 2, respectively) than between samples from one or two divisions (Supplemental Fig. S1C). In addition, with the goal to generate a qualitative catalog of transcripts effectively present, we used a low coverage long-read PacBio sequencing from naive and 48 h activated T cells (no division and two divisions). 

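Long-read libraries came from 1 sample each of naive CD4+ T cells, of CD4+ T cells activated for 48 h that had not divided and of CD4+ T cells activated for 48 h that had gone through 2 divisions. Activation was through anti-CD3 and anti-CD28 antibodies, and divisions were read from the dilution of the CellTrace Violet dye. With 1 library per condition there is no replicate, so no test was made and every difference below compares libraries, not conditions. The deposited data give the exons of each full-length transcript model on GRCm38, and no read counts, so an isoform is either listed or not and its abundance is unknown. In the authors' processing, consensus reads with a poly(A) tail were clustered with isoseq3, mapped with pbmm2, collapsed into isoforms and annotated with SQANTI3. The naive library held 10527 isoforms in 5592 loci, the undivided library 12602 isoforms in 5904 loci and the 2-division library 11109 isoforms in 5501 loci. The median isoform was 2206 nt long in naive cells, 2040 nt in undivided cells and 1953 nt after 2 divisions. From these models each 3′ end was taken, ends within 24 nt of each other were merged, and each isoform was assigned to the gene of the GENCODE M21 annotation that shared most of its splice sites or, failing that, most of its exonic sequence on the same strand. The paper names a later release (Gencode v25), so an isoform called unannotated here may be annotated there. A label on the deposited data places both activated libraries on one sequencing cell and the naive library on another, so a difference between naive and activated cells cannot be told apart from one between cells of the sequencer.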

In line with what was observed with the A-seq2 protocol, more than half of the covered genes presented one isoform (Supplemental Fig. S1D); 4194, 6152, and 5340 3′ ends (in the naive, zero, and two divisions samples, respectively) colocalized with 3′ ends of transcripts identified by long-read sequencing, whereas 6688, 7050, and 6244 were only identified with long-read sequencing. Conversely, 14,221, 20,246, and 20,914 3′-UTR ends were only identified by A-seq2 (Fig. 1E). 

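The genes with the most isoforms differed between naive and activated cells in part, and Hnrnpa2b1 and Ptprc were among the first 4 in each library. Dgka, the diacylglycerol kinase that dampens T cell receptor signaling, had 36 isoforms in naive cells, 5 in undivided cells and 4 after 2 divisions, and Arhgap45 had 28, 7 and 4. Hnrnpa2b1, an RNA-binding protein of splicing and mRNA transport, had 26 isoforms in naive cells, 45 in undivided cells and 37 after 2 divisions, and Nop56, a component of box C/D ribonucleoproteins, had 9, 30 and 22. Ptprc, which encodes the alternatively spliced surface phosphatase CD45, had 26, 25 and 21. At the other end, 3454 of 5592 loci in naive cells had 1 isoform, a share of 61.8% (95% Clopper-Pearson interval 60.5% to 63.0%, which like all intervals here covers counting error only). This share was 52.3% (51.0% to 53.6%) in undivided cells and 54.4% (53.0% to 55.7%) after 2 divisions. When isoforms were grouped by annotated gene in place of the locus, it was 56.0% in naive cells, 49.7% in undivided cells and 51.8% after 2 divisions.
The isoforms ended at 7708 distinct 3′ ends in naive cells, 8567 in undivided cells and 7786 after 2 divisions. A single 3′ end was seen at 75.9% of loci in naive cells, 70.9% in undivided cells and 72.8% after 2 divisions. Of the terminal exons that begin at one splice acceptor, 15.7% (865 of 5517) had several 3′ ends in naive cells, 21.7% (1369 of 6318) in undivided cells and 19.7% (1142 of 5802) after 2 divisions. Of the naive 3′ ends, 61.0% (59.9% to 62.1%) were also found in undivided cells and 57.0% (55.9% to 58.2%) after 2 divisions, while 67.2% (66.2% to 68.2%) of the ends of undivided cells were found after 2 divisions. In the other direction, 54.9% (53.8% to 55.9%) of the ends of undivided cells and 56.5% (55.4% to 57.6%) of those after 2 divisions were found in naive cells, and 73.9% (72.9% to 74.9%) of the ends after 2 divisions in undivided cells. Of the distinct chains of introns in naive cells, 55.4% recurred in undivided cells and 51.3% after 2 divisions, and 55.7% of those of undivided cells recurred after 2 divisions. The shares in the other direction were 44.9%, 46.8% and 62.7%. With libraries thinned at random to the size of the smallest one, naive ends and chains no longer recurred more often in undivided cells. Of naive ends, 54.3% were then found in undivided cells and 55.0% after 2 divisions, and of naive chains 48.4% and 49.2%. Between undivided cells and 2 divisions, the shares in either direction were then 65.8% and 65.8% of ends and 54.4% and 54.9% of chains. With multi-exon isoforms alone, 69.4% of naive ends were found in undivided cells and 69.5% of ends of undivided cells after 2 divisions, so this contrast was lost. Of naive ends, 64.5% were then found after 2 divisions. In the other direction a gap stayed, with 55.9%, 57.4% and 77.0% in the order used above.
Annotated 3′ UTRs held 68.2% (67.1% to 69.2%) of the 3′ ends in naive cells, 81.4% (80.6% to 82.2%) in undivided cells and 81.0% (80.1% to 81.9%) after 2 divisions. Introns held 9.57%, 4.39% and 4.30% of the ends, and 14.6%, 6.43% and 7.20% lay outside the genes of their strand. The poly(A) signal AATAAA or its variant ATTAAA stood within 50 nt upstream of 61.6% of isoform ends in naive cells and of 67.2% in both activated libraries, and among multi-exon isoforms of 67.9%, 69.0% and 69.3%. A genomic stretch with at least 12 A in 20 nt followed 32.0% of isoform ends in naive cells, 22.1% in undivided cells and 23.1% after 2 divisions, and among multi-exon isoforms 23.6%, 19.4% and 19.9%. Much of the distance between the libraries in both features thus lay in single-exon isoforms, which made up 14.1%, 7.03% and 7.71% of isoforms. Such a stretch can prime reverse transcription inside a transcript. Without these ends 4873 distinct 3′ ends were left in naive cells, 6470 in undivided cells and 5805 after 2 divisions.

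**Figure D1:**
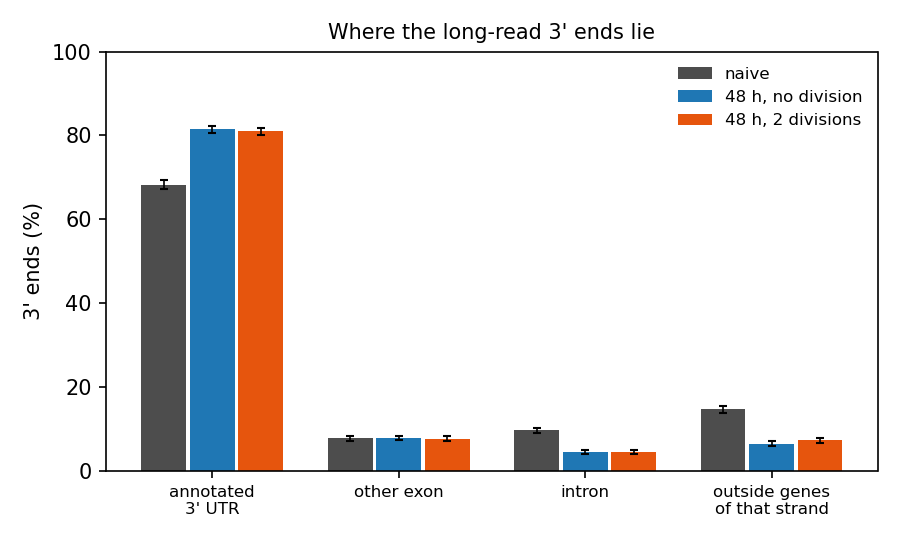
Share of merged 3′ ends (y axis, percent) by their place in the GENCODE M21 annotation on the same strand (x axis), for the naive library and the libraries of cells activated for 48 h with no division and with 2 divisions. Bars are 1 library each and error bars are 95% Clopper-Pearson intervals; the naive bar stands at 68.2% in annotated 3′ UTRs, the activated bars at 81.4% and 81.0%.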

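The long reads gave an isoform for 4626 of the 21951 protein-coding genes of GENCODE M21 in naive cells, 5472 in undivided cells and 5063 after 2 divisions, which is 21.1%, 24.9% and 23.1% of them. More genes of T cell receptor stimulation were seen in the activated libraries: 15 of 26 had an isoform in naive cells, and 23 in each activated library. Il2ra, the alpha chain of the interleukin-2 receptor, had no isoform in naive cells, 10 in undivided cells and 6 after 2 divisions. The costimulatory receptor gene Tnfrsf4 had 0, 10 and 7, the transferrin receptor gene Tfrc 0, 8 and 5, and the granzyme gene Gzmb 1, 15 and 13. Batf, a transcription factor of the same list, went the other way with 2 isoforms in naive cells and none in the activated libraries. Of 31 genes of DNA replication and the cell cycle, 19 had an isoform in naive cells, 30 in undivided cells and 31 after 2 divisions. Top2a had 0, 5 and 6 isoforms, Ccnb1 0, 4 and 5, and Mki67 0, 2 and 1. The library of undivided cells thus already held isoforms of Ccnb1 and Cdk1, which act at entry into mitosis. The paper describes the undivided cells as heterogeneous. Without read counts, it is unknown how large a part of them carried these isoforms.
Of 20 genes of naive and quiescent T cells, 15 had an isoform in naive cells, 10 in undivided cells and 13 after 2 divisions. Il7r, the receptor of the survival cytokine interleukin-7, had 7 isoforms in naive cells and none in the activated libraries, Tcf7 had 11, 2 and 0, and S1pr1, which guides lymphocytes out of lymphoid organs, had 9, 0 and 1. Glycolysis genes were seen at 13, 14 and 15 of 15, and Pkm, encoding pyruvate kinase, had 3, 24 and 19 isoforms. Of 20 genes of ribosome biogenesis 17, 19 and 19 were seen, and of 24 genes of the proteasome and protein folding 21, 24 and 23. Of 22 genes of cleavage and polyadenylation, 18 had an isoform in naive cells, 19 in undivided cells and 18 after 2 divisions. With at least 2 isoforms the numbers were 12, 10 and 10, so the small gain in undivided cells was not kept. Cstf2, which encodes the RNA-binding subunit of the cleavage stimulation factor, had 0, 1 and 4 isoforms, Fip1l1 had 2, 8 and 5, and Cpsf7 had 3, 0 and 1.
CD4 T cell identity genes were seen at 14, 12 and 12 of 14. Markers of other cells were also listed, most of them in naive cells. B cell genes were seen at 9, 2 and 2 of 16, and myeloid genes at 4, 3 and 3 of 14. For CD8 T and NK cell genes the numbers were 4, 2 and 2 of 10, and for erythroid and platelet genes 2, 0 and 0 of 10. Regulatory T cell genes were seen at 4, 2 and 2 of 6. With at least 2 isoforms, the naive excess was not kept for myeloid (0, 1 and 0) and regulatory T cell genes (1, 2 and 1). It was kept for B cell genes (5, 1 and 1) and for CD8 T and NK cell genes (1, 0 and 0). No erythroid and platelet gene had 2 isoforms. Against 10000 random lists matched on the number of isoforms over the libraries, the change in the number of genes seen from naive to undivided cells and from naive cells to 2 divisions lay at percentiles 99.98 and 99.97 for the stimulation list and 99.995 and 100 for DNA replication. It lay at percentiles 0 and 4.15 for the quiescence list, 1.76 and 3.86 for CD4 T cell identity, and 0 and 0.01 for B cells. Nearer the middle of the random lists lay glycolysis (52.3 and 82.3), ribosome biogenesis (60.5 and 71.6) and the proteasome and protein folding (70.8 and 62.0). So did cleavage and polyadenylation (32.3 and 27.4) and myeloid cells (15.3 and 22.4). CD8 T and NK cells (7.70 and 12.7), regulatory T cells (7.26 and 9.56) and erythroid cells and platelets (5.65 in both) lay lower. Glycolysis, ribosome biogenesis and the proteasome and protein folding had little room to gain, since most of their genes were already seen in naive cells. In the order naive, undivided and 2 divisions, glycolysis had 23, 74 and 76 isoforms and ribosome biogenesis 45, 105 and 102. The proteasome and protein folding list had 53, 116 and 131, and cleavage and polyadenylation 49, 62 and 61. Isoform totals were not ranked against random lists. From undivided cells to 2 divisions, the quiescence list lay at percentile 99.77, with 4 genes gained and 1 lost, but its isoforms went from 58 to 42, and its genes with at least 2 isoforms from 8 to 6. These percentiles describe the 3 libraries and are no test of the conditions.

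**Figure D2:**
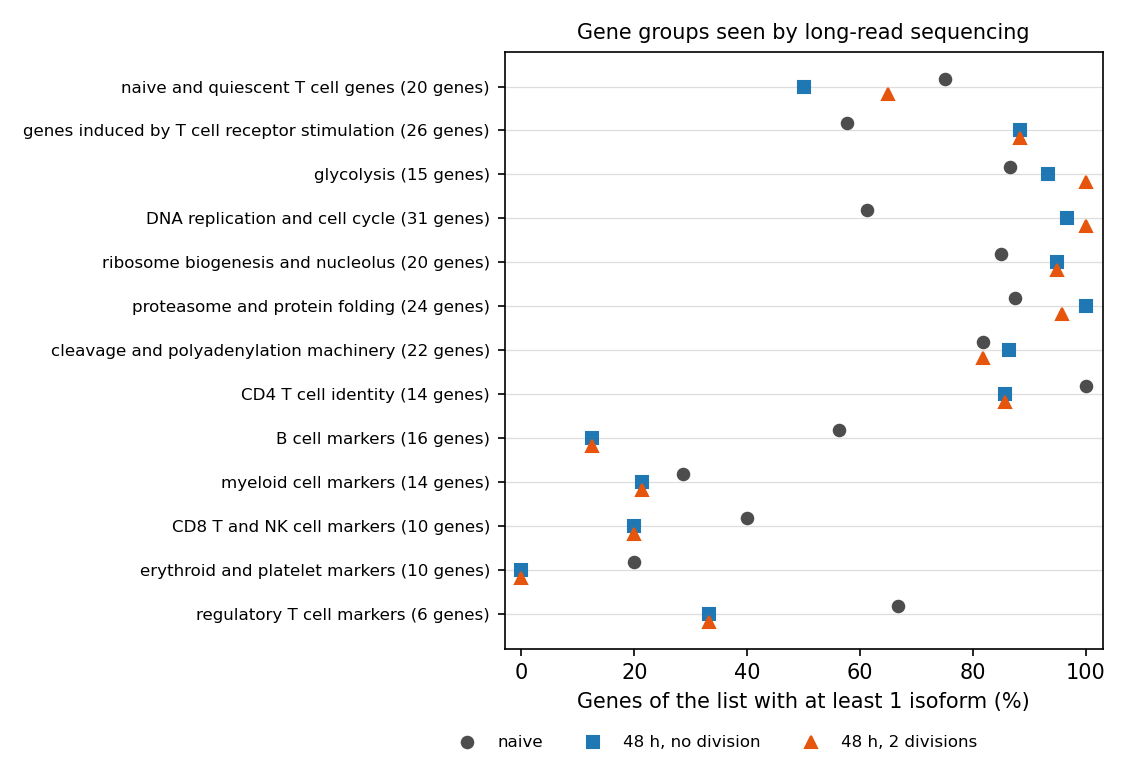
Share of genes with at least 1 isoform (x axis, percent) for each gene list (y axis) in the naive library (circles) and in the libraries of cells activated for 48 h with no division (squares) and with 2 divisions (triangles), 1 library each. The stimulation and DNA replication lists stand further right in both activated libraries than in the naive one, and the quiescence and B cell lists further left.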

Due to limited coverage, while these data showed highly promising value, they did not cover the whole transcriptome and were only used as an additional informative layer, in particular, for visualization (Supplemental Table S1). We then compared our 3′ end sequencing data to a similar study performed by Hsin et al. (2018). They analyzed the effect of miR-155-deficiency in different murine cellular contexts, including CD4^+^ T cells, through differential iCLIP, RNA-seq, and 3′ UTR-usage analysis with poly(A)-seq. The authors compared naive CD4^+^ T cells and in vitro activated CD4^+^ T cells stimulated for 24 h and 48 h. Although the experimental setups were not identical—Hsin et al. (2018) did not sort 48 h activated cells according to cell divisions, and the poly(A)-seq protocol they used differs slightly from the A-seq2 protocol—the covered genes and genomic distribution was comparable (Supplemental Fig. S1E). Similar important activation effects, when comparing naive to 48 h activated cells, have also been observed by analyzing the transcriptome (Dölz et al. 2022). Finally, we observed an equivalent distribution of the variance when reanalyzing the poly(A)-seq data generated by Hsin and colleagues (Supplemental Fig. S1F). We illustrate the data we obtained for a specific gene, Psen1 (Fig. 1F). This example shows how PacBio long-read sequencing can identify novel transcripts, which are not in the reference annotation (Gencode v25), and how well the 3′ end of the long read colocalized with the 3′ end revealed by A-seq2. 

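Cd47 encodes the surface receptor CD47, and Stat2 a transcription factor of interferon signaling. Both had isoforms whose whole chain of introns is not listed by GENCODE M21. Of the multi-exon isoforms of Cd47 this held for 3 of 9 in naive cells, 8 of 15 in undivided cells and 7 of 12 after 2 divisions. Stat2 had no isoform in naive cells. All 4 of its multi-exon isoforms in undivided cells and both of those after 2 divisions had such a chain. Some of these isoforms started inside the gene, such as Cd47 isoforms of 3 exons from 49898083 and a Stat2 isoform of 2 exons from 128290697. Over all genes, 39.7% (95% interval 38.6% to 40.7%) of the 8975 multi-exon isoforms on the reference chromosomes in naive cells had such a chain. In undivided cells the share was 38.1% (37.2% to 39.0%) of 11632, and after 2 divisions 36.6% (35.6% to 37.5%) of 10176. Part of these are shorter pieces of annotated chains, since 73.0%, 78.0% and 80.6% of multi-exon isoforms had a chain equal to an annotated one or to a consecutive part of one. In the same order, every intron was annotated in 87.7%, 89.3% and 91.2% of multi-exon isoforms. An unlisted chain was thus often made of annotated introns. The paper reasons that long reads find transcripts missing from the annotation.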

Using our newly generated 3′ end sequencing data, we observed a clear effect of CD4^+^ T cell activation on 3′ end coverage. We also observed differences between 48 h activated no division cells and 48 h activated cells after one and two divisions. Identification of more than one putative 3′ end in ∼60% of genes with A-seq2 signal showed the diversity of transcript abundances during activation and proliferation phases.

**FIGURE 1.**
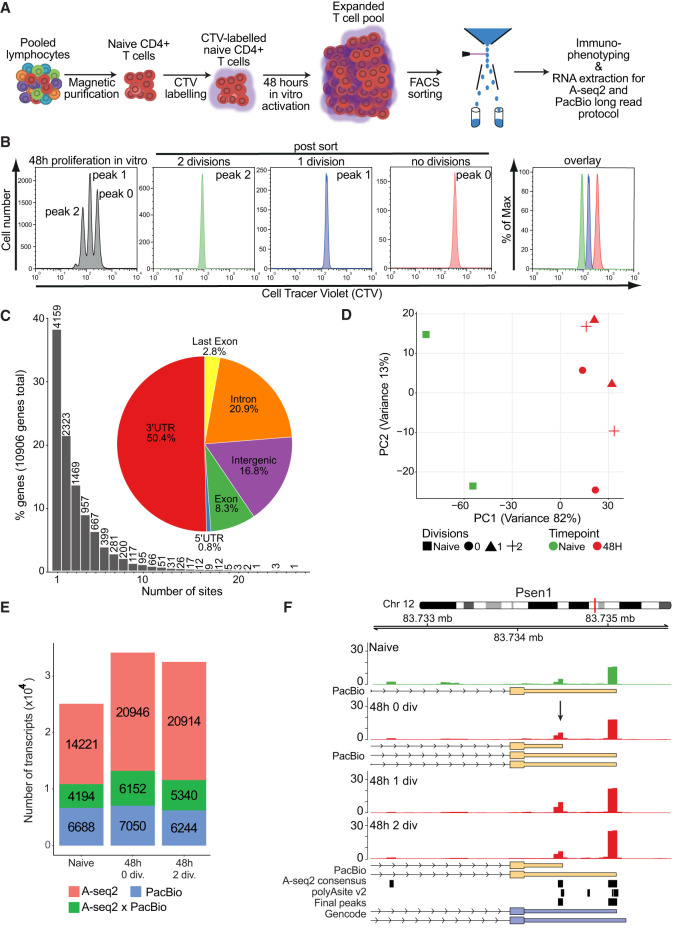
Analysis of division-dependent global 3′-UTR changes in murine CD4**^+^** T cells. (*A*) Schematic workflow of T cell-labeling, activation, and sorting. (*B*) Representative CTV-labeling profile of CD4**^+^** T cells after in vitro activation for 48 h and typical results for sorted peaks of undivided T cells (peak 0), and T cells which are divided once (peak 1) and twice (peak 2). The *right* panel shows an overlay of all populations after FACS sorting. (*C*) Barplot representing the distribution of APA sites per gene. Pie plot shows the genomic localization distribution of APA sites. (*D*) PCA resulting from read coverage over the final peak set. (*E*) Stacked barplot summarizing 3′ UTRs identified by A-seq2 only (red), PacBio only (blue), or both A-seq2 and PacBio (green). (*F*) Example of Psen1 (chr12:83,732,374–83,735,700, “+”) gene 3′-UTR region. Overlap of A-seq2 peaks (consensus) and PolyASite database is labeled as the “Final peaks” track. A-seq2 signal of the different sorted cell populations is represented. Yellow boxes represent isoforms identified using PacBio long-read sequencing (arrows indicate newly identified isoforms), blue boxes represent Gencode (v25) isoforms, and black boxes indicate PAS.

### Identification of alternative poly(A) site usage

Changes in 3′-UTR length are typically inferred from significant differences in 3′ end read coverage between different putative poly(A) sites. We decided to use an approach which, at gene-level, uses vector projection and nonnegative matrix factorization and allows the identification of changes in tandem poly(A) sites, but also when more alternative poly(A) sites are located in between most distal and most proximal sites (Yalamanchili et al. 2020). For this analysis, we did not consider intergenic sites but, in addition to UTR sites, we included intronic and exonic poly(A) sites. We devised a pairwise comparison of naive and all activated samples (Fig. 2A). Event types were stringently defined to fulfill two conditions: the shortening event was defined when sample B proximal projection was greater than sample A proximal projection and if sample B distal projection was smaller than sample A distal projection. The opposite conditions defined a lengthening event. While we observed, on average, a higher number of shortening events, in line with work reported previously about CD4^+^ T cell activation and proliferation (Gruber et al. 2014, 2016), we also observed a substantial number of transcripts using more distal APA sites. In addition, a higher number of events were detected when comparing naive to one and two divisions 48 h activated stages (559 and 510 shortening and 437 and 320 lengthening events) than when naive and activated without division stages were compared (331 and 185 for shortening and lengthening events, respectively). The overlap with shortened and lengthened transcripts identified with Hsin and colleagues’ data set was significant (hypergeometric test: *P*-value = 8.7 × 10^−5^ and 1.1 × 10^−9^, respectively). Most of the observed changes were due to APA at tandem poly(A) sites in the same 3′ UTR, followed by events involving intronic and then exonic sites (Fig. 2B). To note, the association between APA and intronic regions was significant in both type of events (shortened transcripts Fisher *P*-value = 4.9 × 10^−15^ [Cramer's *V* = 0.13 {medium association}] and lengthened transcripts Fisher *P*-value = 4.6 × 10^−11^ [Cramer's *V* = 0.1 {medium association}]). 

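Wdr4 (ENSMUSG00000024037.13) lies on the minus strand of chromosome 17 of GRCm38 from 31494322 to 31519980, and its last exon starts at 31496928. The long-read library of naive cells held 1 isoform, of 11 exons, that ended at 31494323 with a terminal exon of 2606 nt and a 3′ UTR of 2415 nt. Both isoforms of undivided cells ended upstream, at 31496124 and 31496126, with terminal exons of 805 and 803 nt and 3′ UTRs of 614 and 612 nt. After 2 divisions the only isoform ended at 31496121, with a terminal exon of 808 nt. These ends lie within 2 nt of annotated transcript ends. Of the undivided isoforms, 1 had a whole chain of introns that GENCODE M21 does not list. The sequence up to the distal end reads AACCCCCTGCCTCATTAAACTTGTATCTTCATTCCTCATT and holds ATTAAA 27 nt before the end. The sequence up to the proximal end at 31496124 reads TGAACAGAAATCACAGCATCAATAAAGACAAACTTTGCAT and holds AATAAA 20 nt before it. With 1 or 2 isoforms per library and no counts, the long reads show which ends were found and not how often each was used.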

As an example, the short *Wdr4* isoform, whose gene encodes a WD repeat protein required for 7-methylguanosine modification of tRNAs (Alexandrov et al. 2002), became more prominent upon activation (Fig. 2C). One of the most proximal sites in this gene accumulated significantly more A-seq2 reads in samples from activated cells, suggesting a higher abundance of the shorter transcript isoform compared to the longer isoform. In contrast, *Pigt*, coding for a protein involved in glycosylphosphatidylinositol (GPI)-anchor biosynthesis (Ohishi et al. 2001), was expressed as the longer isoform after activation, especially when comparing naive to one division activated samples, through the increased use of a more distal site, even though the shorter isoform remained detectable (Fig. 2D). In that example, the shortest isoforms were not identified with PacBio data. 

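Pigt (ENSMUSG00000017721.15) lies on the plus strand of chromosome 2 of GRCm38 from 164497520 to 164508301. Each long-read library held 1 isoform of it, with 12 exons joined as in the annotated transcript Pigt-201. The isoform ended at 164508299 in naive and in undivided cells and at 164508300 after 2 divisions, within 2 nt of the annotated end at 164508301. Its terminal exon started at 164507275 and was 1025 nt long in naive and undivided cells and 1026 nt after 2 divisions, with a 3′ UTR of 772 or 773 nt. AATAAA stood 19 nt before the end in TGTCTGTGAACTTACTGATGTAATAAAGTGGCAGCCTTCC. No isoform ended in the exon from 164502478 to 164503120, where the shorter annotated transcript Pigt-202 ends, or at the other annotated short ends at 164503396 and 164501639. At this coverage an end that was not listed may still have been in use. The paper reports the longer isoform above all for cells after 1 division, which had no long-read library.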

The S100bp gene showed an increased use of its most distal site, the long 3′-UTR isoform remaining dominant (Supplemental Fig. S2). Functional annotation (Fig. 2E; Supplemental Fig. S3A) showed, overall, the enrichment of APA transcripts in the organelle, membrane trafficking pathways, or intracellular transport, suggesting a role for APA in cellular transcript localization through possible regulation of their exposure to cofactors such as RBPs. We further noticed the enrichment of transcripts with lengthened 3′ UTRs in the IL-1 pathway, which was observed only in the transition between one and two divisions. Finally, we also observed the shortening and lengthening of 3′ UTRs of transcripts associated with metabolism only between one and two divisions in activated samples supporting the notion that the metabolism keeps changing upon cell proliferation, but division is needed to initiate some 3′-UTR shortening/lengthening events.

**FIGURE 2.**
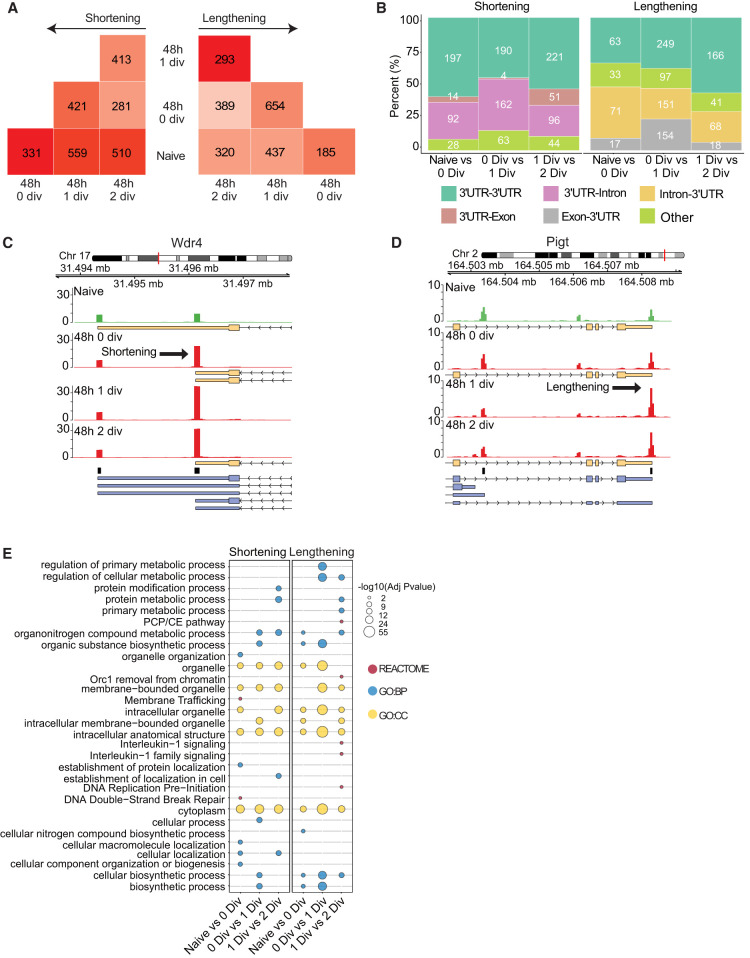
Identification of alternative poly(A) site usage. (*A*) Number of shortening and lengthening events identified in each comparison. Dark color indicates higher numbers, light color indicates lower numbers. (*B*) Classification of APA events per type of transition. (*C*,*D*) Example of Wdr4 gene (chr17:31,493,503–31,497,899, “−”), whose shortened transcripts are more abundant upon activation, and Pigt gene (chr2:164,502,304–164,508,853, “+”), whose longer transcripts are more abundant upon activation. Arrow indicates the event direction. Yellow boxes represent isoforms identified using PacBio long-read sequencing, blue boxes represent Gencode (v25) isoforms, and black boxes indicate PAS. (*E*) Functional annotations of genes associated with an APA event. Dot colors indicate source types. Dot size represents −log_10_(adjusted *P-*values).

### Dynamic of alternative poly(A) site usage

While our and previous data sets demonstrate that global changes in 3′-UTR length occur in T cells that are activated and dividing in vitro (Sandberg et al. 2008; Gruber et al. 2016), it is yet unknown in which T cell subpopulations these changes occur. When naive T cells are activated, they enter a phase of massive proliferation (clonal expansion). At the end of the immune response, the clonal population collapses (attrition), leaving a memory population of more quiescent T cells. We thus sought to determine how the polyadenylation landscape is remodeled as cells exit proliferation and become memory T cells. To this end, we sorted three different T cell populations from C57BL/6 mice: naive T cells (CD4^+^ CD25^−^ CD62L^+^ CD44^−^), regulatory T cells (CD4^+^ CD25^+^), and effector memory T cells (CD4^+^ CD25^−^ CD62L^−^ CD44^+^) (Supplemental Fig. S4A). After RNA extraction, we generated a second batch of 3′ ends library by A-seq2 and compared them with the first batch (Fig. 3A). The batch effect was limited, the variance within the four naive samples was low (<8%) and therefore, we did not correct the data for batch effect and considered all naive samples as replicates. PCA using RPM normalized read count over poly(A) sites indicated that CD4^+^ regulatory and memory T cells were more similar to naive CD4^+^ T cells compared to 48 h activated CD4^+^ T cells. The comparison of significant APA event numbers (false discovery rate [FDR] < 0.05) reflected the relationships observed in the PCA (Fig. 3B): Differences in poly(A) site usage were smaller between naive and memory or regulatory T cells than between either of these and activated T cells. This was the case for both, shortening and lengthening, respectively. We annotated genes in which an APA event occurred between the second division following activation and acquisition of a memory and regulatory T cell phenotype (Fig. 3C; Supplemental Fig. S3B).

**FIGURE 3.**
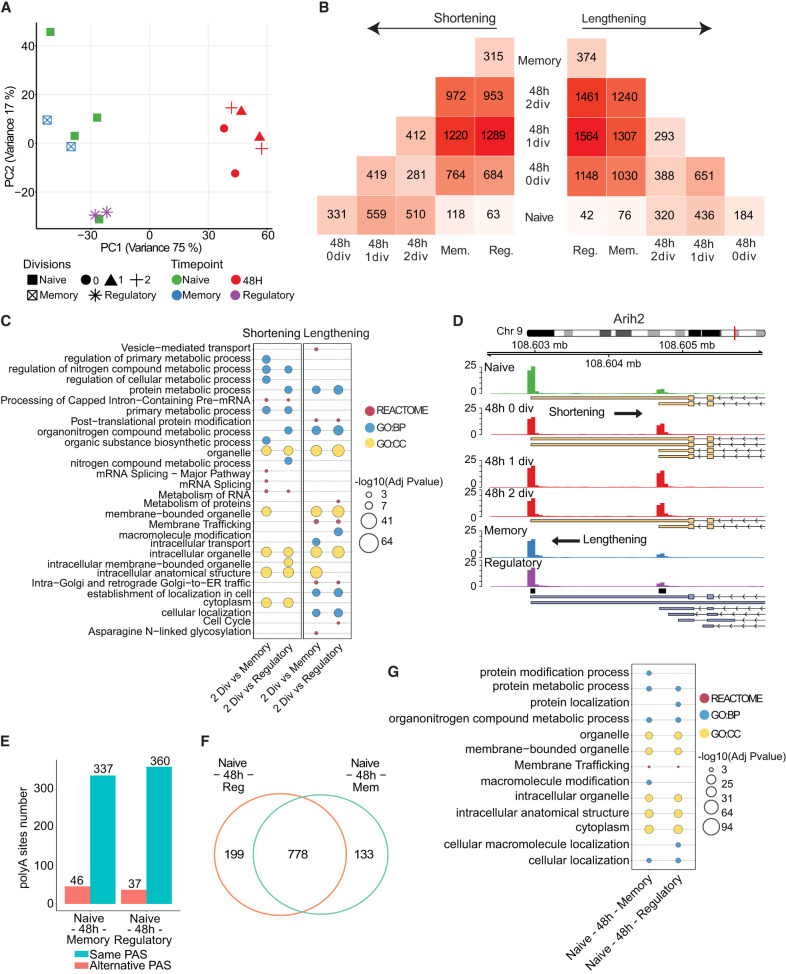
Dynamic of alternative poly(A) site usage. (*A*) PCA resulting from A-seq2 read coverage over the final peak set using naive, all 48 h activated, memory, and regulatory T cells. (*B*) Number of shortening and lengthening events identified in each comparison. Dark color indicates higher numbers, light color indicates lower numbers. (*C*) Functional annotations of genes associated to an APA event between activated two divisions and either memory or regulatory states. (*D*) Example of 3′-UTR Arih2 gene (chr9:108,602,316–108,606,119, “−”) showing reverted length during activation and effector stages. (*E*) Concordance of APA sites’ usage in genes associated with a reverting event. (*F*) Venn diagram showing overlap of genes presenting a reverting pattern. (*G*) Functional annotations of genes associated with a reverted APA event.

Organelle-related pathways were enriched in both shortened and lengthened transcripts in these comparisons suggesting intense membrane trafficking changes as observed before (Grumont et al. 2004). Some pathways were specific to shortening events (e.g., Th1 and Th2 cell differentiation, ubiquitin proteolysis, or metabolism of RNA), whereas others were specific to lengthening events (e.g., vesicle-mediated transport, endocytosis, Mapk signaling pathway). Thus, our data suggested that 3′-UTR modulation may differentially affect various T cell subsets, an observation in line with the notion that APA is context-dependent (Mitschka and Mayr 2022).

To illustrate the dynamics of APA on a specific gene, we chose the Ariadne RBR E3 Ubiquitin Protein Ligase 2 (*Arih2*) whose hematopoietic deficiency has been shown to cause lethal activation of the immune system (Lin et al. 2013) because it was associated with a reversible remodeling of 3′ UTRs (Fig. 3D). 

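Arih2 (ENSMUSG00000064145.12) lies on the minus strand of chromosome 9 of GRCm38 from 108602942 to 108649386. Its isoforms in the long-read libraries shared a last exon that starts at 108605153 and ended at 2 sites. The proximal site at 108604678 gave a terminal exon of 476 nt and a 3′ UTR of 404 nt, and lies 8 nt past the end of an annotated transcript of the nonsense-mediated decay class. The distal site, at 108602946 in naive cells, gave a terminal exon of 2208 nt and a 3′ UTR of 2136 nt. Naive cells had 1 isoform at each site, undivided cells had 2 at each and cells after 2 divisions had 1 at each, so both 3′ ends were present before and after activation. AATAAA stood 24 nt before the proximal end in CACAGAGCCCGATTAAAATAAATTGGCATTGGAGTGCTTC and 21 nt before the distal end in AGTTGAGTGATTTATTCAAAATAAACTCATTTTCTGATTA. Memory and regulatory T cells were not analysed here, and the long reads give no share of use for either site.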

At the level of the entire transcriptome, in 87% of the cases, the dynamic of 3′ UTR shortening and lengthening involved the same APA sites (Fig. 3E). Transcripts with reversible 3′-UTR usage in either memory or regulatory T cell differentiation (Supplemental Fig. S4B,C) were very similar (778 transcripts of 1110) between these cell populations (Fig. 3F); 199 and 133 transcripts underwent 3′-UTR length changes specifically in one of the two cell populations (regulatory and memory CD4^+^ T cells). We functionally annotated those specific genes (Fig. 3G; Supplemental Fig. S3C). Similarly to memory T cells, regulatory T cells showed enrichment in organelle organization. Finally, we analyzed and interrogated scRNA-seq data about the reversibility of poly(A) site usage. We selected five scRNA-seq data sets from four different studies (Supplemental Fig. S5A,B; Materials and Methods). Cells were annotated using gating models based on transcriptomic expression (Supplemental Fig. S5C). After quality assessment and annotation, we removed one study due to a very limited number of relevant CD4 T cells annotated (either naive, activated, regulatory, or memory). We identified 2530 naive, 2674 activated, 1662 regulatory, and 1451 memory CD4 T cells (Supplemental Fig. S5D). We used SCUREL (Burri and Zavolan 2021) to identify APA at the single-cell level (Supplemental Fig. S5E). One hundred and eighty-eight genes presented a reverted pattern. The overlap with patterned genes identified by using A-seq2 (*n* = 1110) was not significant (Supplemental Fig. S5F), but this analysis showed that reversibility of poly(A) site usage was validated by other data sets where the biological conditions (in particular the CD4 T cell activation conditions) were different. Altogether, these data showed that poly(A) site usage changes transiently during CD4^+^ T cells activation, proliferation, and differentiation, and is associated with specific functions during those phases.

### APA events and transcript abundance regulation

While many recent studies have focused on the mechanisms regulating the choice of poly(A) sites (Bucheli et al. 2007; Larochelle et al. 2017; Gruber et al. 2018; Grassi et al. 2019), decoupling transcriptional and posttranscriptional effects in the regulation of isoform abundance remains a key challenge. We interrogated our data set by comparing it to a previously generated orthogonal total mRNA sequencing data set generated from naive and 48 h activated CD4^+^ T cells (Dölz et al. 2022). While the activation period of this data set matched with our study, it did not discriminate cells by division. To mimic this, we merged reads of all 48 h activated A-seq2 samples and created four pseudoreplicates, accordingly with naive samples (see Materials and Methods). We first identified genes associated with an event by comparing naive and all 48 h activated samples (Fig. 4A). We identified more shortening than lengthening events: 443 shortening events and 288 lengthening events. Similarly to the first analysis (Fig. 2B), the majority of events involved sites located in 3′ UTR or in intronic regions. Estimated levels of gene expression from A-seq2 and mRNA-seq data were overall well correlated for naive T cells and 48 h after activation (Spearman *r* = 0.77; *P* < 2.2 × 10^−16^ in naive and *r* = 0.79; *P* < 2.2 × 10^−16^ in activated samples) (Fig. 4B). These results were in line with the observation that APA usage estimates from these two approaches correlate enough to be used by bulk RNA-seq data based tools (Ha et al. 2018; Ye et al. 2018; Wang and Tian 2020; Gerber et al. 2021). To annotate transcriptional changes in genes that also exhibited APA, we performed a differential gene expression and a differential transcript usage (DTU) analysis using the mRNA-seq data (Fig. 4C). Forty-eight hours post activation, we observed an important rewiring of the transcriptome: 5659 genes were differentially expressed (DEG) (FDR < 0.01; absolute log fold change [FC] > 1; Supplemental Table S3). Of the 443 genes with shortened 3′ UTRs, 137 were also DEG (31%), 49 were associated with DTU (11%), and 42 (9%) were both DEG and DTU. Of the 288 genes with lengthened 3′ UTRs, 85 were also DEG (30%), 30 were associated with DTU (10%), and 28 were both DEG and DTU (9%) (Fig. 4D).

**FIGURE 4.**
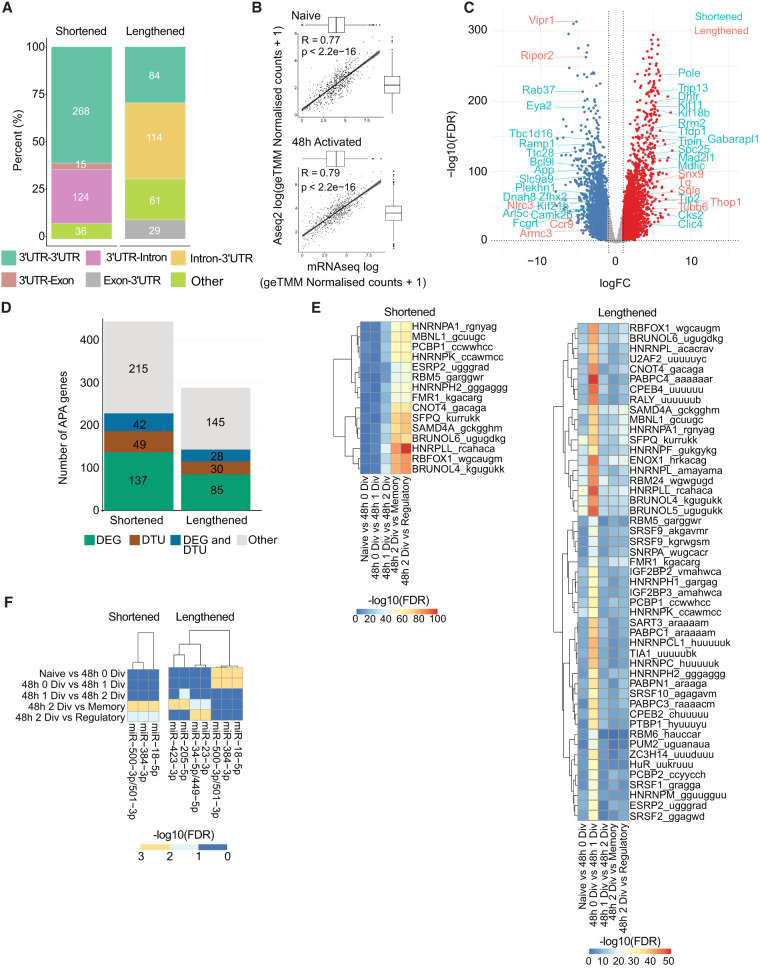
APA events and transcript abundance regulation. (*A*) Classification of APA events per type of transition. (*B*) Pearson correlation of mRNA-seq (Dölz et al. 2022) and A-seq2 gene coverage at naive (*left*) and 48 h after activation (*right*). Reported values are log-transformed normalized counts + 1. Boxplots indicate value distribution and their mean. (*C*) Volcano plot resulting from mRNA differential analysis (Dölz et al. 2022). Blue and red dots indicate genes with FDR < 0.01 and absolute logFC > 1. APA genes that are also DEG are indicated: light blue indicates shortening event and red, lengthening event. (*D*) Barplot reporting number of APA genes is also differentially expressed (DEG), having a DTU of both or none. (*E*,*F*) Heatmaps show enrichment for miRNA (*E*) and RBP (*F*) binding sites within alternative 3′ UTR by type of event, shortening or lengthening. Color legend indicates −log_10_ (FDR).

Functional annotation of APA genes when comparing naive and all combined activated samples (not taking into account the cell division status) (Supplemental Fig. S6) revealed biological pathways related to organelle biology shared both by APA genes being shortened or lengthened. Of note, the ubiquitin–protein transferase activity pathway was enriched only in lengthened transcripts, whereas the ubiquitin–protein ligase activity pathway only in shortened transcripts.

The adequate abundance and localization of transcripts and proteins, crucial for the cell, are regulated at different levels. Longer transcript isoforms can be more exposed to posttranscriptional regulation because they can contain more *cis*-regulatory miRNA (Sandberg et al. 2008) or RBP recognition sites (Jiang and Coller 2012; Gruber and Zavolan 2019). To analyze whether shortening or lengthening events remove or add putative RBP sites, for each comparison we scanned dynamic 3′-UTR regions for RNA motifs known to be recognized by RBPs, all available in the RBPmap database (Paz et al. 2014). Out of the 92 tested motifs, 64 were significantly enriched, in the alternatively included region of either shortened (15) or lengthened 3′ UTRs (49), compared to the 3′-UTR regions of genes that did not exhibit APA in T cells (Fisher's exact test corrected for multitesting; FDR < 0.001) (Fig. 4E). Among the top significant associations, HNRPLL is already known to promote memory T cell RNA rearrangements (Wu et al. 2008), and in the control of alternative splicing in T cells (Gaudreau et al. 2012), ZC3H14 has a known role in controlling the length of poly(A) tails (Kelly et al. 2014). To note, we observed the strongest enrichments in the activated to memory/regulatory comparisons in shortened UTRs, whereas the strongest enrichments were observed after the first division in lengthened UTRs.

We repeated this analysis with a set of well characterized and conserved miRNA binding sites available in the Mouse TargetScan database (McGeary et al. 2019). A total of 3/218 miRNA binding sites were significantly enriched relative to the background (Fisher's exact test; *P*-value < 0.05; the background was genes expressed in CD4**^+^** T cells) in shortened genes, and seven in lengthened genes (Fig. 4F). Among the miRNAs expressed in T cells, we found enrichment for miR-18-5p, in the activated versus memory/T regulatory comparison of shortened genes and in naive to activated samples in lengthened genes, which is part of the miR-17–92 cluster and known to be involved in T cell activation and differentiation (Cho et al. 2016; Pua et al. 2016; Dölz et al. 2022). We also found an enrichment for miR-23-3p which is part of the miR-23–27–24 cluster, known to control effector T cell differentiation and function (Cho et al. 2016). Furthermore, we noted binding sties for several miRNAs which are not yet characterized in T cells (miR-500-3p/501-3p, miR-423-3p). Finally, we investigated DNA-binding transcription factors (TFs) in 3′-UTR regions. Similarly to miRNA and RBPs, we scanned dynamic 3′-UTR regions with TFs binding sites available in the ReMap database (2022) (Hammal et al. 2022). We selected mouse data sets corresponding to CD4-POS biotype (96 data sets, 27 TFs, and 1,179,771 peaks) and found significant enrichment for STAT2 TF (Fisher's exact test corrected for multitesting; FDR < 0.05) both in shortening 3′ UTRs (naive vs. activated no division and activated no division vs. one division) and lengthening 3′ UTRs (activated two divisions vs. memory and regulatory). STAT2 is known to play an important role in the immune response to type 1 interferon signal (Park et al. 2000). While the role of TFs in the choice of alternative poly(A) site has been shown from the enhancer point of view (Kwon et al. 2022), their mode of action at 3′-UTR regions remains elusive. The present analysis suggested a well-balanced system in which APA usage has a limited effect on global gene expression.

## DISCUSSION

In this study, we have analyzed the dynamics of 3′-UTR length during T cell activation and differentiation (Fig. 5). While we previously assessed APA in pan-T cells after 72 h of in vitro stimulation (Gruber et al. 2014), here we sought to investigate the 3′-UTR landscape in purified naive CD4^+^ T cells and to compare it to 48 h in vitro activated CD4^+^ T cells as well as ex vivo purified effector memory and Treg cells. In addition, we aimed to resolve the effects on APA induced by T cell activation versus proliferation. To this end, we used a division-dependent resolution and we combined direct detection of 3′ ends using A-seq2 with PacBio long-read sequencing. This allowed us to better define the 3′-UTR dynamics, associated with particular posttranscriptional regulators. We observed that, on average, there were slightly more 3′-UTR shortening events than 3′-UTR lengthening, in line with previous work (Hsin et al. 2018), but different from what was observed upon sustained T cell activation (Sandberg et al. 2008). Our analysis of effector memory T cells and Treg cells suggests that APA is transient since the 3′-UTR site usage of these cells was more similar to naive T cells than activated T cells. While the activation and subsequent proliferation of naive CD4^+^ T cells resulted in global changes in the 3′-UTR landscape, we were interested in the steady-state situation of distinct T cell populations. By looking at the 3′-UTR landscapes of naive and memory T cells, we were comparing a polyclonal pre- to a postexpansion population. One limitation of this study comes from the zero division activated cells which were phenotypically heterogeneous. It might therefore be that the number of APA genes would increase with stronger activation. Thus, our data do not allow a thorough conclusion to differentiate the effect of T cell activation versus cell cycle entry. Nevertheless, by pairwise comparison of cell division stages, we could show an unprecedented APA dynamic usage at the cell division level. Our data also suggest that effector/memory and regulatory CD4**^+^** T cells shared poly(A) sites usage over naive CD4 T cells and point to a yet unrecognized reversibility of global 3′-UTR dynamic. APA therefore exhibits a form of plasticity that is inducible upon T cell activation and might be reversible in vivo after differentiation into memory cells. Furthermore, we also observed this phenomenon using published scRNA-seq data sets. However, the identified reverted APA in scRNA-seq did not overlap significantly with our A-seq2 reverted APA. This may be explained by technical (sparsity) and/or biological (different types of activation in particular) bias and limitations (annotation step) encountered by every scRNA-seq data. In contrast, when comparing APA genes with an external data set using very similar activation conditions (Hsin et al. 2018) but a different method, the overlaps were significant. Comparisons with published data using an mRNA data set showed that APA genes were also differentially expressed between naive and activated samples, and ∼10% presented a DTU, demonstrating a marginal effect or association of APA with global gene expression and transcript usage. Importantly, APA does not equally affect all transcripts (Gruber et al. 2016). It has been shown that miRNAs and RBPs coevolved with APA events (Karginov et al. 2022), resulting in an intricate balance of regulation versus counter-regulation to control cell fate decisions. The availability of 3′-UTR binding sites on specific transcripts and the differential expression of miRNAs and RBPs participate in the competition between different regulators of mRNA abundance supporting a regulatory network that might serve as a posttranscriptional determinant of cellular function. A potential role of DNA-binding TFs localized on 3′-UTR regions is also a promising angle of research, in particular, their role as protein recruiters.

**FIGURE 5.**
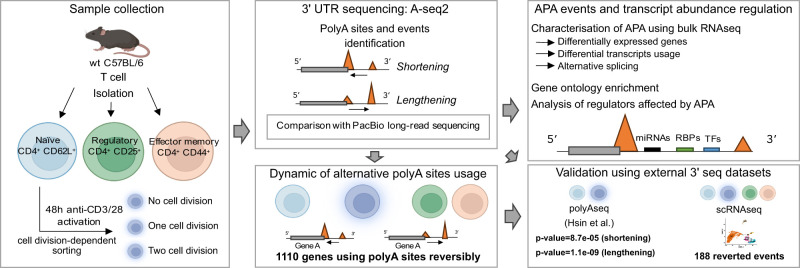
Graphical overview of the analysis.

Future work on transcriptional regulation in different T cell types and differentiation stages, but also B cell populations, is needed to reveal the involvement of APA within tightly regulated differentiation steps and receptor activation thresholds controlled in all ranks to ensure a balanced and working immune system. Technology-wise, approaches such as nascent-RNA sequencing coupled with 3′ end sequencing at the single-cell level will help to answer unsolved questions.

## MATERIALS AND METHODS

### T cell isolation, stimulation, and sorting

Spleens and lymph nodes were isolated from male C57BL/6N mice at an age of 6–10 wk. Animal work was done in accordance with the federal and cantonal laws of Switzerland. All organs were collected on ice in complete T cell medium (RPMI 1640 [Sigma], 10% heat-inactivated FCS [Atlanta Biologicals], 2 mM Glutamax [Gibco], 50 μM β-mercaptoethanol [Gibco], 10 mM HEPES [Sigma], and nonessential amino acids [Gibco]), and organs were mashed with a syringe plunger through 45 µm filters in medium under sterile conditions. Cell suspensions were transferred to 15 mL tubes and centrifuged for 5 min at 400*g*, 4°C. Red blood cell lysis was performed with ACK buffer for 5 min at RT and stopped by the addition of a medium. Naive CD4^+^ T cells were isolated with the EasySep Mouse Naive CD4^+^ T Cell Isolation Kit (STEMCELL Technologies) according to the manufacturer's recommendations. For naive T cell activation, 12-well plates (Corning) were coated with 1 mL monoclonal anti-CD3 (2 µg/mL, 2C11, Bio X Cell) in 500 µL PBS for 2 h at 37°C, 5% CO_2_. Purified naive CD4^+^ T cells were labeled with 2 µL CellTrace Violet dye (CTV; in DMSO) in 2 mL PBS for 20 min at 37°C, and the labeling reaction was stopped by the addition of 10 mL complete medium. Cells were plated in a density of 4 × 10^6^ CTV-labeled naive T cells per coated 12-well or six-well plates in 2 mL or 4 mL, respectively, plus anti-CD28 antibodies (1 µg/mL, PV-1, Bio X Cell) and incubated at 37°C with 5% CO_2_ for 48 h. A total of 4–6 × 10^6^ purified naive CD4^+^ T cells were resuspended in TRIzol on the day of T cell purification (day 0). After 48 h of cell culture, cells were harvested and stained with 1 µg/mL propidium iodine briefly before sorting. Cells were sorted by their distinct proliferation peaks (peak 0, peak 1, and peak 2) on FACS-Aria and Influx Cell Sorters (BD Biosciences). Cells were kept on ice and after washing with cold PBS were immediately resuspended in TRIzol for RNA extraction. One portion of the cells was used for surface phenotype staining with the fluorochrome-conjugated mAbs: anti-CD4 (clone RM4-5), anti-CD25 (PC61), CD62L (MEL-14), CD44 (IM7), CD69 (H1.2F3), CD16/32 (93, all BioLegend). Cells were measured on an LSR-Fortessa (BD Biosciences), and data were analyzed using FlowJo (TreeStar). For isolation of steady-state populations of CD4^+^ naive, memory and regulatory T cells, cells were pre-isolated with the EasySep Mouse CD4^+^ T Cell Isolation Kit (STEMCELL Technologies) and stained with the fluorochrome-conjugated mAbs, targeting CD4, CD44, CD62L, and CD25 before being sorted on FACS-Aria and Influx Cell Sorters (BD Biosciences). Purified populations were washed with cold PBS and immediately resuspended in TRIzol for subsequent RNA extraction.

### RNA extraction

Isolated cells were quickly processed and washed with cold PBS before resuspension in 1 mL TRIzol. Samples were left at room temperature for 5 min and frozen at −20°C. For RNA extraction, TRIzol samples were thawed on ice, and 100 µL 1-Bromo-3-Chloropropane was added before mixing and incubation for 15 min at RT. Samples were centrifuged for 15 min at 12,000*g*, 4°C, and the aqueous phase was transferred to a fresh tube before mixing with 1 volume of isopropanol and a subsequent incubation of 10 min at RT. Samples were then centrifuged for 15 min at 12,000*g*, 4°C, and the RNA pellet was washed with 1 mL ethanol followed by a centrifugation for 30 min at 12,000*g*, 4°C. The supernatant was discarded and the pellets were briefly dried before the RNA was dissolved in dH_2_O and stored at −80°C.

### A-seq2 protocol

Briefly, poly(A)+ RNAs were isolated from RNA samples and fragmented by alkaline hydrolysis. Next, adaptors were ligated to the 5′ end of enriched poly(A)+ RNAs, and reverse transcription was carried out with a bio-dU-dT(25) RT-primer. After USER-enzyme digestion and purification, a second adaptor was ligated to the 5′ ends of the resulting cDNA. Both adaptors were finally used to PCR-amplify libraries with barcoded primers and used for RNA sequencing (Gruber et al. 2016; Martin et al. 2017).

### Preprocessing of A-seq2 libraries

We first performed quality analysis and read trimming of A-seq2 read libraries with fastp (v.0.19.7) and the following parameters: minimum length required (-l) = 15, UMIs were integrated by enabling -U, placed in the read 1 (‐‐umi_loc) = read1 and formed of first seven bases of each read (‐‐umi_len = 7), and finally max *N* number limit was set to 2 (‐‐n_base_limit). Mapping of the trimmed reads on the mm10 genome was achieved with STAR (Dobin et al. 2013) (v.2.7.3) by asking end-to-end alignment (‐‐alignEndsType EndToEnd) and no multimapped reads (‐‐outFilterMultimapNmax 1). Finally, we used UMIs to remove duplicated reads with umi_tools (v.1.0.0) (Smith et al. 2017) *dedup* (‐‐umi-separator=“:” ‐‐extract-umi-method=“read_id” ‐‐method=“directional”).

### Poly(A) site quantification and events identification and functional annotations

#### Poly(A) site quantification and genomic annotation

Read enriched regions (peaks) were called using Fseq (v.1.84) (Boyle et al. 2008) with fragment size (-f) of 50, feature length (-l) of 150, and threshold (-t) of 6. Bins around peaks with <10 reads were removed to refine peaks. Within each condition, peaks from each replicate were intersected using BEDTools (v.2.27.1) (Quinlan and Hall 2010), and the resulting intersected peak sets were combined into a master set of peaks using DiffBind R package (v.2.16.2) (Ross-Innes et al. 2012) and a minimum overlap of 1 (peaks need to be present in at least one intersected peak set). The master set of peaks was then sloped by 200 bp on both sides and overlapped with poly(A) sites from the PolyASite resource for mouse version r2.0 (https://www.polyasite.unibas.ch/atlas) (Herrmann et al. 2019). We filtered out peaks with a size >2000 bp and <10 bp. A-seq2 reads were quantified using the featureCounts function from the Rsubread package (v.2.4.3) (Liao et al. 2019). Peaks were categorized based on their genomic locations (5′ UTR, 3′ UTR, Exon, Intron, Intergenic) using Gencode VM25 annotations (https://www.gencodegenes.org/mouse/release_M25.html).

### Event identification and filtering

To identify events (shortening or lengthening), we used PolyA-miner (https://github.com/LiuzLab/PolyA-miner) (Yalamanchili et al. 2020). Parameters were set as follows: poly(A) annotations file (-pa) contained the sites identified above, reference fasta sequence (-fasta) was downloaded from Ensembl (http://ftp.ensembl.org/pub/release-94/fasta/mus_musculus/dna/Mus_musculus.GRCm38.dna.toplevel.fa.gz), and reference genes bed file (-bed) was created from Ensembl gff3 file (v94). The types of events were stringently defined to fulfill two conditions: transcript is shortened if sample B proximal projection was greater than sample A proximal projection and if sample B distal projection was smaller than sample A distal projection. The opposite conditions identified as a lengthened gene. Events were then filtered on FDR (5%). For each pairwise comparison, the MaxAPASwitch position from PolyA-miner output was retained as the most used position on condition B, whereas the most covered position was considered as the most used APA site in condition A. This was done according to type of event and strand. The DNA sequence between sites from conditions A and B was further used for miRNA and RBP binding/motif analysis.

### Functional annotation of APA genes

Functional annotation was carried out using the gprofiler2 R package (v.0.2.0) (Raudvere et al. 2019), the model organism was set to “mmusculus,” “fdr” correction method, and the following sources were interrogated: GO:BP, GO:MF, GO:CC, KEGG, REAC, MIRNA, CORUM, and WP. A 5% FDR threshold was applied and the top five annotations within each of the sources were plotted.

### mRNA-seq processing and analysis

mRNA-seq data count tables were downloaded from GSE140568 and processed similarly to Dölz et al. (2022). Briefly, here are the main steps. The GTF file used along the processing steps was extracted from Gencode VM25.

#### mRNA acquisition and sequencing

A total of 2.5 × 10^5^ cells were washed with PBS, resuspended in 200 μL TRI Reagent, and RNA was extracted from TRIzol samples with a Zymo Direct-zol kit which includes DNase treatment. RNA quality was assessed with a Fragment Analyzer (Advanced Analytical), and RNA-seq library preparation was performed using the Illumina TruSeq Stranded kit. Sequencing was performed on an Illumina NextSeq 500 machine to produce single-end 76-mers reads. All steps were performed at the Genomics Facility Basel (ETH Zurich).

#### Gene-level quantification

Read quality was assessed with the FastQC tool (v.0.11.5) (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Reads were mapped to the mouse genome (UCSC version mm10) with STAR (v.2.5.2a) (Dobin et al. 2013) with default parameters, except filtering out reads mapping to more than 10 genomic locations (outFilterMultimapNmax = 10), reporting only one hit in the final alignment for multimappers (outSAMmultNmax = 1), and filtering reads without evidence in the spliced junction table (outFilterType-“BySJout”).

#### Differential analysis

Read alignment quality was evaluated using the qQCReport function of the R Bioconductor package QuasR (v.1.18) (Gaidatzis et al. 2015). Gene expression was quantified using the qCount function of QuasR as the number of reads (5′ ends) overlapping with the exons of each gene assuming an exon union model (using the UCSC knownGenes annotation, downloaded on December 18, 2015). The R Bioconductor Package edgeR (v.3.28) (Robinson et al. 2010) was used for differential gene expression analysis. Between-sample normalization was done using the TMM method. Only genes with CPM (counts per million mapped reads) values more than one in at least four samples (the number of biological replicates) were retained. A generalized linear model including a genotype effect, an activation effect, and a replicate effect (nested within genotype) was fitted to the raw counts (function glmFit), and differential expression was tested using likelihood ratio tests (function glmLRT). *P*-values were adjusted by controlling the FDR (Benjamini–Hochberg method), and genes with an FDR lower than 1% were considered differentially expressed.

#### Differential transcript usage

We used the DRIMSeq R Bioconductor package (v.1.20.0) (Nowicka and Robinson 2016) to perform DTU on mRNA-seq data. First, for each four replicates, in naive and 48 h activated samples, salmon (v.1.5.0) quantification was performed at the transcript level using *quant* function and the following parameters: -l A ‐‐validateMappings ‐‐seqBias ‐‐gcBias ‐‐posBias ‐‐softclip ‐‐numBootstraps 100. A full model comparing naive and activated samples was applied, and post hoc filtering was executed (it improves the FDR and overall FDR control by setting the *P*-values and adjusted *P*-values for transcripts with small per-sample proportion SD to 1). Finally, a stage-wise procedure (stageR R bioconductor package v.1.14.0) was used to adjust *P*-values.

#### miRNA quantification

miRNA-seq data were mapped to the mm10 genome using Bowtie2 and ‐‐very-sensitive-local parameter. UMIs were counted using a custom python script.

### miRNAs and RBPs binding sites analysis

Background regions were 3′-UTR regions of genes considered as expressed in T cells (log_2_[CPM + 1] > 0 in at least naive or 48 h activated).

#### miRNAs binding site enrichment analysis

Genome coordinates of predicted conserved targets were retrieved from the TargetScan Mouse database (release 7.2) (Agarwal et al. 2015). This BED file contains genome (mm10) locations of mouse-predicted (conserved) targets of conserved miRNA families and associated score (context++ score percentile). Enrichment for each individual miRNA family against shortening and lengthening regions from each comparison was computed, and the Fisher exact test *P*-value was reported.

#### RBPs motif enrichment analysis

DNA sequences of dynamic 3′-UTR regions were extracted and converted into RNA sequences. They were scanned with RBPmap (v.1.2) (Paz et al. 2014) RBP motifs, and converted into TRANSFAC format. Motif enrichment analysis was performed with Analysis of Motif Enrichment (AME) from MEME suite (v.5.3.3) (McLeay and Bailey 2010). Parameters were as follows: ‐‐scoring avg ‐‐method fisher ‐‐hit-lo-fraction 0.25 ‐‐evalue-report-threshold 10.0 ‐‐control ‐‐shuffle‐‐ ‐‐kmer 2. An FDR threshold of 0.1% was applied.

#### TFs binding site enrichment analysis

Genome coordinates of TFS binding sites (peaks) were retrieved from the mouse ReMap database (2022) (Hammal et al. 2022). We filtered biotypes by selecting CD4-POS to fit our biological model. Enrichment for each individual TF against shortening and lengthening regions from each comparison was computed, and the Fisher exact test *P*-value was reported.

### PacBio long-read sequencing

Three SMRTbell libraries (naive, 48 h activated zero division, and two divisions) from TRIzol isolated high-quality RNA samples (>500 ng total RNA) were sequenced on a Sequel SMRT Cells 1M for a general survey of full-length isoforms in a transcriptome with moderate to high expression levels. SMRTbell libraries and sequencing were achieved by the Department of Biosystems Science and Engineering—ETH (D-BSSE). Tools from PacBio and Bioconda were used to process these data (https://github.com/PacificBiosciences/pbbioconda). Consensus sequences (.ccs) were generated from our raw subread data by using ccs (‐‐min-rq 0.9). Full-length reads were generated after primer removal and demultiplexing using lima ‐‐ccs. Then we removed poly(A) tails and artificial concatemers with isoseq3 refine (‐‐require-polya ‐‐min-polya-length 20) and clustered consensus sequences to generate transcriptome fasta with isoseq3 cluster (‐‐use-qvs). High-quality full-length polished isoforms were mapped to the genome and collapsed into transcripts based on genomic mapping using pbmm2 align (‐‐preset ISOSEQ). We then used isoseq3 collapse to generate fastq and gff files. Transcripts were annotated using SQANTI3 (v.0.1) (Tardaguila et al. 2018) (‐‐aligner_choice minimap2) and provided a list of mouse poly(A) motifs retrieved from the PolyASite database (https://polyasite.unibas.ch/atlas), transcript abundance from isoseq3 output and CAGE peaks from Fantom5 (https://fantom.gsc.riken.jp/5/datafiles/reprocessed/mm10_latest/extra/CAGE_peaks/).

### Single-cell RNA sequencing

#### Data collection and processing

We collected raw FASTQ files from the following repositories: from ArrayExpress E-MTAB-7311 (3324STDY7421494 and 3324STDY7421495 samples), from SRA PRJNA497439 (SRR8075748 and SRR8075750 samples), PRJNA493233 (SRR7904988 and SRR7904987 samples), and PRJNA529806 (SRR8810689 sample). All samples were processed individually with CellRanger (v.7.1.0; Zheng et al. 2017) with mm10 reference 3.0.0 (Ensembl 93; November 19, 2018). Seurat R package (v.4.3.0.1; Hao et al. 2021) was used to import CellRanger outputs in R and create a Seurat object. We applied the following filters: 1000 < Read number < 30,000; 400 < Feature number < 6000; max mitochondrial read percentage = 8, max ribosomal read percentage = 5; features without variation were also removed. After normalization and feature selection, we evaluated the cell cycle effect by computing S and G2M scores using the CellCycleScoring function. Normalized count matrices were scaled and dimension reduced by PCA. Doublets were identified with doubletFinder_v3 (DoubletFinder R package v.2.0.3; McGinnis et al. 2019) and removed. For more details, the entire code is available at https://gitlab.com/dseyres/dynamic_apa.

#### Gating on the expression profile

We used the scGate R package (v.1.4.1; Andreatta et al. 2022) to annotate cells. We used either predefined models retrieved from scGate_models github repository (https://github.com/carmonalab/scGate_models/tree/dev1/mouse/generic) or defined for this study. Cells annotated by different models were annotated as “Multi” and not used for downstream analysis.

#### APA events identification at the single-cell level

We applied the SCUREL method (Burri and Zavolan 2021) to identify shortened and lengthened transcripts among the different comparisons. We did not retain the PRJNA497439 samples because too few cells of interest were annotated. We applied default parameters; except for AUC analysis we set the two-sided probability tail for the significance (α) threshold to 5%.

## DATA DEPOSITION

Data sets have been submitted to GEO under GSE209604 SuperSeries. The A-seq2 data sets generated in this study are available under accession ID GSE183424. PacBio long-read sequencing data are accessible under accession ID GSE209603. The mRNA-seq data set (Dölz et al. 2022) is available under accession ID GSE140568. Code and all necessary material to reproduce this analysis are available on GitLab https://gitlab.com/dseyres/dynamic_apa and on Zenodo (https://doi.org/10.5281/zenodo.10137241). More additional tables and R objects are also provided in this repository, such as DU transcripts, posttranscriptionally and transcriptionally regulated genes, MiRs and RBP occurrences or PolyA-miner raw outputs.

## SUPPLEMENTAL MATERIAL

Supplemental material is available for this article.

## COMPETING INTEREST STATEMENT

L.T.J. is a cofounder and board member of and holds equity in Cimeio Therapeutics AG, a biotech company developing engineered cellular therapies. L.T.J.’s activities related to Cimeio are unrelated to this study. All other authors have no competing interests to declare.

## Figures and Tables

**Denis Seyres:**
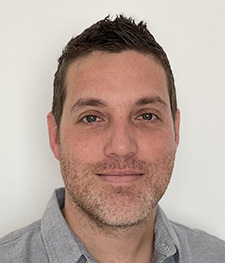

**Oliver Gorka:**
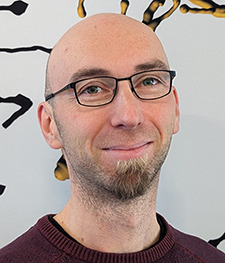

How the deposited data were processed for this re-analysis (not part of the article)

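Long-read PacBio sequencing was done on 1 library each of naive CD4+ T cells, of cells activated for 48 h without division and of cells activated for 48 h with 2 divisions. The A-seq2, mRNA sequencing and single-cell data of the paper were not analysed here. By the paper's methods, the authors made consensus reads with ccs, removed primers with lima, kept reads with a poly(A) tail and clustered them with isoseq3, mapped the clusters with pbmm2, collapsed them into isoforms with isoseq3 and annotated these with SQANTI3. The submitters' processing notes also name minimap2 and Subread and the builds mm10 and GRCm38. The deposited data list, for each isoform, the positions of its exons, its strand and its locus, with no read counts, so they show which isoforms were found and not how abundant each was. Numbers of isoforms and loci stand in for depth: 10527 isoforms in naive cells, 12602 in undivided cells and 11109 after 2 divisions.

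Exon positions were set against the GRCm38 genome sequence and the GENCODE M21 annotation. No isoform reached past the end of a chromosome, and 96.2% of the 68209 distinct introns on the reference chromosomes were annotated introns. Isoforms on patch and unplaced sequences (85, 99 and 83 in the same order) were kept in counts of isoforms, loci and ends, and left out where genome sequence or annotation was needed. A 3′ end is the last base of an isoform, and ends on one strand within 24 nt of the next were merged. A terminal exon family is the set of isoforms whose last intron ends at the same base. For each family in both libraries of a comparison, the mean length of the terminal exon was subtracted, and a difference of over 100 nt was called shorter or longer. Poly(A) signals were searched for in the 50 nt before each end, and an end was called A-rich with at least 12 A in the 20 nt after it. Shares have exact Clopper-Pearson intervals at 95%, which cover counting error only, since isoforms of one gene are not independent. The share of changed families that were shorter was taken as the summary after the counts of families had been seen. With 1 library per condition, no p-value was computed and no paired or leave-one-out analysis applies.

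Before the data were examined, the gene lists, most alternatives and the rule for named genes were fixed. The text names the genes of the paper's long-read panels and a few others the paper names, members of the gene lists, the 10 genes with the most isoforms in each library, per comparison the 10 families with the largest shortening and the 10 with the largest lengthening among those with at least 2 isoforms in each library, and the 10 of each kind that moved the same way in both activated libraries. Some of these genes are not reported here. The lists cover naive and quiescent T cell genes, stimulation, glycolysis, DNA replication, ribosome biogenesis, proteasome and protein folding, cleavage and polyadenylation, CD4 T cell identity, and markers of B cells, myeloid cells, CD8 T and NK cells, erythroid cells and platelets, and regulatory T cells. Each list's change in the number of genes seen was ranked among 10000 random lists matched on the number of isoforms over the libraries. Libraries were also thinned at random to the size of the smallest one in 20 draws. The code that compares terminal exons was run on 2 simulated libraries of 3000 families with 420 changes of at least 150 nt. As each lies above the 100 nt that define a change, their full recovery checks the code and gives no error rate. Calculations used Python 3.11.15, scipy 1.17.1, numpy 2.4.6 and matplotlib 3.10.9.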

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

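The test on abundant B cell transcripts was chosen after most of those numbers of isoforms had been seen, and the strand test on single-exon isoforms was narrowed to isoforms that touch no annotated exon on either strand after a first result. The bound by which that test speaks against genomic DNA was also changed then, from a share below 40% to an interval without 50%. For the first pattern, the paper reports more shortening than lengthening events on activation from A-seq2. No replicates are at hand for any of the patterns.

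Terminal exons in the long reads were more often shorter than longer in the activated libraries. Of the families found in both libraries that differed by over 100 nt, 69.6% (518 of 744, 95% interval 66.2% to 72.9%) were shorter in undivided than in naive cells and 74.0% (510 of 689, 70.6% to 77.3%) were shorter after 2 divisions. If priming on A-rich stretches were the cause, the share would near 50% without such ends, but it stayed at 69.0% and 73.7%. With thinned libraries it was 68.5% and 73.5%, so the total number of isoforms did not account for it. Thinning did not match the multi-exon isoforms that form families, since 14.1% of isoforms were single-exon in naive cells against 7.03% and 7.71%. Reads could not be thinned, so a smaller naive yield is not fully excluded. With the longest isoform of each family alone, the share was 54.5% (49.8% to 59.2%) in undivided cells, an interval that includes 50%. After 2 divisions it was 65.6% (60.9% to 70.1%). In undivided cells the pattern thus lay mostly in the shortest isoforms. The number of isoforms in a library also moves the shortest and the longest isoform of a family. A preference for shorter molecules in the activated libraries remains open and may account for the pattern, because the spliced part upstream of the last acceptor, which the choice of 3′ end does not touch, was shorter in 69.8% and 72.8% of the families in which it differed by over 100 nt; activation is as open, and with 0 sequencing cells that held both kinds of library, cell and condition cannot be told apart.

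The naive library held 843 single-exon isoforms that touch no annotated exon on their strand, 8.07% of its isoforms on the reference chromosomes, against 285 (2.28%) in undivided cells and 308 (2.79%) after 2 divisions. An A-rich stretch followed 95.3% of the 843, against 23.6% of the multi-exon isoforms of naive cells, so priming on A-rich sequence is a candidate explanation for such isoforms, but it followed 90.2% and 92.2% of those in the activated libraries too and does not set the naive number apart. Of those inside introns of a gene on 1 strand only, 93.4% (497 of 532, 95% interval 91.0% to 95.4%) lay antisense to the gene and 6.58% in its sense, and in undivided cells and after 2 divisions 84.0% and 87.5% lay antisense. Genomic DNA would give about 50% on each strand, so it does not account for most of these isoforms. Unspliced RNA of the gene would give mostly the sense strand if it was primed directly, so direct priming on it does not either. Strand alone cannot exclude unspliced RNA as a template in another way, which was not tested. What template gave antisense A-rich ends, and whether naive cells or their sequencing cell set the number apart, stays open.

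B cell genes had isoforms mostly in the naive library, with 9 of 16 listed genes against 2 in each activated library. Among them Ms4a1 and H2-Aa had 2 isoforms each in naive cells and Cd79b, Ighd, Fcmr and H2-Ab1 1 each, with none after activation, while Cd74 had 2, 1 and 1 and Ighm 12, 5 and 4 and were thus also found in the sorted activated cells. All 9 genes had a multi-exon isoform, which argues against unspliced fragments. Of 7 transcripts abundant in B cells, 5 were found in naive cells and 2 in each activated library, but these belong to the list that showed the pattern, so whether B cells were left among the magnetically isolated naive cells cannot be told apart from other sources. Cd79a and Igkc, also abundant in B cells, had no isoform in any library, and neither loss of such transcripts on activation nor the effect of sorting the activated cells by dye was tested.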

How the results depend on the processing

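The restriction to reference chromosomes, and that to multi-exon isoforms for genes per library, shared 3′ ends and gene lists, were chosen after the data were seen, and the other alternatives before, with multi-exon isoforms for the share of loci with 1 isoform among them. Of 274 recomputed values, 164 stayed within the interval or, for counts, within 1.5 times the value in the text, 108 moved and 2 changed side. The libraries hold no read counts, and depth limits every share of loci with 1 isoform or 1 end. No paired analysis was possible because each condition has 1 library. The causes of the moves below were not tested beyond what each setting does by construction.

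Values are given in the order naive, undivided and 2 divisions. The share of loci with 1 isoform was 56.0%, 49.7% and 51.8% by annotated gene, which puts undivided cells on the other side of 50%, 57.0%, 50.7% and 53.0% with multi-exon isoforms, 63.0%, 55.5% and 58.7% without isoforms that are a 3′ part of a longer one, and 56.1% in undivided cells thinned to the naive number. The share of loci with 1 3′ end was 77.8%, 74.9% and 75.9% with ends merged over 100 nt and 79.3%, 77.2% and 78.0% over 200 nt, and 73.4% in thinned undivided cells. Terminal exons with several ends made up 16.3%, 22.8% and 20.7% at 10 nt, 12.9%, 17.0% and 16.1% at 100 nt, 11.0%, 14.3% and 13.5% at 200 nt and 19.6% in thinned undivided cells. Leaving out A-rich ends cut the naive 3′ ends to 4873. Annotated chains, with consecutive parts counted, were 73.0%, 78.0% and 80.6%. With the annotation of protein-coding genes alone, other exons held 6.78%, 7.01% and 6.76% of ends, and 16.0%, 7.55% and 8.20% lay outside genes. AATAAA alone was found at 50.0%, 54.5% and 54.5% of ends, and either signal within 40 nt at 60.7%, 66.2% and 66.2%. A-rich ends were 20.1%, 12.0% and 12.7% by 6 consecutive A in 10 nt and 28.5%, 17.8% and 18.7% by 14 A in 20 nt.

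For naive ends found in undivided cells, naive ends found after 2 divisions and ends of undivided cells found after 2 divisions, and then for the same pairs the other way round, the shares were 59.4%, 55.6%, 64.8%, 53.1%, 54.7% and 71.3% at 10 nt, 61.5%, 57.7%, 68.5%, 56.9%, 58.3% and 74.8% at 100 nt, 61.7%, 58.2%, 69.2%, 57.8%, 59.4% and 75.5% at 200 nt, 54.3%, 55.0%, 65.8%, 56.0%, 56.7% and 65.8% with thinned libraries and 69.4%, 64.5%, 69.5%, 55.9%, 57.4% and 77.0% with multi-exon isoforms. For chains of introns they were 56.9%, 52.5%, 57.0%, 46.2%, 47.9% and 64.2% with intron ends allowed to differ by 5 nt and 48.4%, 49.2%, 54.4%, 45.8%, 47.1% and 54.9% with thinned libraries. Thinning turned the order for naive ends and naive chains, which then recurred slightly more often after 2 divisions than in undivided cells. The share of changed terminal exon families that were shorter, from naive to undivided, from naive to 2 divisions and from undivided to 2 divisions, and then among families moved the same way in both activated libraries, was 54.5%, 65.6% and 65.4%, and 62.0% for the longest isoform of each family, 80.0%, 78.5% and 48.6%, and 84.1% for the shortest, 73.2%, 75.6% and 55.0%, and 81.9% with a 200-nt threshold and 70.9%, 76.2% and 56.1%, and 82.6% with at least 2 isoforms in each library. The comparison from undivided to 2 divisions changes side with the shortest isoform, with an interval (44.1% to 53.2%) that includes 50%. The text thus draws no direction from it. With the longest isoform the naive to undivided share has an interval that includes 50%. Of the quiescence genes, 8 had at least 2 isoforms in undivided cells and 6 after 2 divisions. The rise from undivided cells to 2 divisions seen with 1 isoform thus turns into a fall. With the same cut, the naive excess was not kept for regulatory T cell genes (1, 2 and 1) and myeloid genes (0, 1 and 0). Genes of cleavage and polyadenylation were then seen at 12, 10 and 10, so the gain in undivided cells turns into a loss. Asking for at least 2 isoforms lowered the number of genes seen by over 1.5 times for quiescence (2 divisions 6), stimulation (naive 9), glycolysis (naive 7), DNA replication (naive 6), ribosome biogenesis (naive 10, 2 divisions 12), cleavage and polyadenylation (undivided 10, 2 divisions 10), B cells (naive 5, undivided 1, 2 divisions 1), myeloid cells (naive 0, undivided 1, 2 divisions 0), CD8 T and NK cells (naive 1, undivided 0, 2 divisions 0), erythroid cells and platelets (naive 0), regulatory T cells (naive 1, 2 divisions 1), the genes the paper names (naive 3, undivided 5).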

Differences from the paper's values

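The paper states no total of long-read isoforms to set beside the totals here. Its numbers of long-read 3′ ends that colocalized with A-seq2 and that were found by long reads alone add up to 10882 in naive cells, 13202 in undivided cells and 11584 after 2 divisions, where the deposited models hold 10527, 12602 and 11109 isoforms, so that the paper's sums are 1.03 to 1.05 times as large. Against the distinct 3′ ends here, 7708, 8567 and 7786, the same sums are 1.41, 1.54 and 1.49 times as large, and against ends merged over 10 nt, an alternative set before the data were examined, 1.40, 1.52 and 1.47 times. The paper states no distance over which long-read ends were merged. The step that set long-read ends beside A-seq2 peaks was not repeated here.

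The paper states that most covered genes showed a single isoform. By locus this held in each of the 3 libraries, at 61.8%, 52.3% and 54.4%. By annotated gene, an alternative set before the data were examined, it held in naive cells (56.0%) and after 2 divisions (51.8%), and in undivided cells the share was 49.7%.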

Other observations

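Among the terminal exons with the largest reductions in the long reads of activated cells, the mean of Luc7l, a U1 snRNP-associated splicing factor, was 3884 nt over 2 isoforms in naive cells and 352 nt over 2 in undivided cells. Cpsf6, a subunit of the cleavage factor that governs the choice of poly(A) sites, had a mean of 1819 nt over 5 isoforms in naive cells, 526 nt over 4 in undivided cells and 668 nt over 6 after 2 divisions. Dusp11, an RNA phosphatase, measured 3280 nt in naive cells, 2260 nt in undivided cells and 1063 nt after 2 divisions. The cap-binding gene Ncbp3 and the splicing helicase gene Ddx46 measured 1780 and 1402 nt in naive cells and 577.5 and 222.5 nt after 2 divisions. Fyb, an adaptor of T cell receptor signaling, measured 1884 nt in naive cells, 737 nt in undivided cells and 164.0 nt after 2 divisions, and the zinc transporter gene Slc30a7 measured 3035, 722 and 733 nt. Others among the largest reductions from naive to undivided cells were Dcun1d1, Nup50, Ppp1r15b and Sms, and from naive cells to 2 divisions Far1, Faf2, Sms and Vps36. For Gm8995 and Rbm39, also among them, the terminal exon is not the last exon of an annotated protein-coding transcript. That of Rbm39 starts at 156179240, near the start of this gene of the minus strand, so its change from 3754 to 1291 nt concerns early ends and not the 3′ UTR. The spliced part upstream of the last acceptor was also shorter in 69.8% of the families in which it differed between naive and undivided cells, so these lengths are not read as the choice of 3′ ends alone.

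Longer terminal exons were found for Lin7c, at 2690 nt in naive and 3710 nt in undivided cells, for the purine synthesis gene Ppat, at 366 nt in naive cells, 1110 nt in undivided cells and 828 nt after 2 divisions, and for Zfp36l1, which encodes a protein that binds AU-rich elements, at 2193 and 2757 nt in naive and undivided cells. After 2 divisions Spty2d1 measured 2838 nt against 1841 nt in naive cells, the splicing regulator gene Ptbp3 3820 against 3024 nt, and the p53 target genes Aen and Ccng1 1940 against 1231 nt and 2203 against 1570 nt. From undivided cells to 2 divisions, the NF-kB subunit gene Rel was at 3620 and then 2240 nt and Sub1 at 1632 and then 279.5 nt, while Nup50 returned to 1836 nt from 389.5 nt and Srsf10 was at 1104 and then 2013 nt.

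Of 3429 families found in all 3 libraries, 332 were shorter and 93 longer in both activated libraries than in naive cells, and 29 moved in opposite directions. Families were ranked by the smaller of their 2 differences from naive cells. The largest of the shared reductions were in Alg2, Fbxo42, Hook3 and the ubiquitin ligase gene Nedd4. The terminal exon of Alg2 had 6158 nt in naive cells, 2604 nt in undivided cells and 2587 nt after 2 divisions. In the same order Fbxo42 had 4614, 1351 and 1349 nt, Hook3 3122, 376 and 376 nt and Nedd4 2716, 108 and 108 nt. In that ranking the largest shared increases were in Traf6 and Ufm1. Traf6, a signaling ubiquitin ligase, had 1962 nt in naive cells and 4283 nt in both activated libraries. The list also held Cblb and Btla, which restrain T cell activation, with 955, 1618 and 3609 nt and with 1740, 2536 and 2526 nt. All of these naive lengths rest on 1 isoform each. For Fbxo42, Hook3, Nedd4, Traf6 and Ufm1, the length in each activated library does too. Both comparisons use the same naive isoforms. Independent lists of these sizes would share 63.6 shorter and 8.78 longer families, and dealing the isoforms of each family out again at random over the libraries gave 223 shorter and 218 longer families on average, with at most 264 and 240 in 100 draws, and 76.6 families in opposite directions on average. In the 1480 families with at least 2 naive isoforms, 193 were shorter and 45 longer in both, and when the naive isoforms were split at random into 2 sets, 1 for each comparison, 66 were shorter in both, against 51.9 for independent lists, and 18 were longer in both, against 18.4. Opposite directions were found in 22 of these families with the shared naive isoforms and in 206 after the split, which also leaves fewer naive isoforms in each comparison.

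S100pbp (the S100bp gene of the paper) had no isoform in naive cells or after 2 divisions and 1 in undivided cells. It ended at 129148009 on the minus strand of chromosome 4, 4 nt short of the distal annotated end, with a terminal exon of 3083 nt. Stat2 had 0, 4 and 3 isoforms in naive cells, undivided cells and after 2 divisions, Zc3h14 had 2, 1 and 0, and Hnrnpll had none. Cd47 had 9, 15 and 12. In each library the terminal exons that start at 49910869 were either 210 or 211 nt long with AATAAA before the end, or 811 to 879 nt long before an A-rich stretch with no AATAAA or ATTAAA within 50 nt. After 2 divisions 1 isoform of 3 exons had another terminal exon, of 3536 nt from 49884165, which ended at 49887700 within the gene before an A-rich stretch.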
